A study of Homo sapiens with 6 samples. Its data were reported in "The SWI/SNF chromatin remodeling factor DPF3 regulates metastasis of ccRCC by modulating TGF-β signaling" (2022).

How the data were processed

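Binding of DPF3a, SMAD4 and p300 was measured by ChIP-seq in 786-O cells, with 2 replicate libraries per factor. Samples were grouped by the factor named in their titles. Per the study's methods, the authors trimmed adapters from the reads, mapped them to hg38 with Bowtie2, removed reads of low mapping quality, mitochondrial reads and duplicates, and called peaks with MACS2 at its human genome setting. Per the labels, each list was made from both replicates of a factor, and how they were combined is not stated. No input or other control library is named for the peak calls. Replicates can therefore not be compared, no test between replicates was made, and leaving out a replicate was not possible.

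The deposited peak lists give the start, end and summit of each peak with 4 values of the peak caller. The score deposited by the authors is 10 times the −log10 q rounded down, in at least 99.9% of the peaks of each list, and the authors kept scores over 50, which holds in the files, whose lowest score is 51. The fold enrichment deposited by the authors is the ratio of the read pileup at the summit to the local background, each plus 1. The authors also deposited −log10 p and −log10 q, which compare the pileup with a Poisson distribution around that background. All values are used within a list only, to describe, rank or filter its peaks, because depth, antibody and fixation differ between lists.

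Fold enrichment and −log10 p together fix the summit height in whole reads and the background, so both were computed for each peak. The recovered values gave back the deposited −log10 p with an error of at most 8.6e-04. Local background values above the genome-wide level were whole multiples of 0.02 reads in 100% of the peaks, the step that fragments of 200 bp make in a window of 10000 bp of the ChIP library itself. The lowest background, 1.17 reads for DPF3a, 2.25 for SMAD4 and 2.05 for p300, is the genome-wide level. With fragments of 200 bp and an effective genome of 2.7 Gb, which is the caller's human setting as assumed here, it corresponds to 15.8 M reads for DPF3a, 30.4 M for SMAD4 and 27.6 M for p300. A background taken from the ChIP library alone does not remove regions that gain reads for reasons other than binding. Counting error is largest for peaks of few reads, and the median height was 23 reads in the p300 list.

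The reference was hg38 with the GENCODE 44 annotation, which holds 62700 genes and 219303 transcript starts. All sequence names of the lists were found in it, and no peak passed the end of its chromosome. Summits on sequences other than chromosomes 1 to 22, X and Y (19 for DPF3a, 29 for SMAD4 and 29 for p300) were left out of the genomic classes. Promoters reached from 1000 bp upstream to 100 bp downstream of every transcript start, after the default of the annotation tool that the study used, which was not run here. Exons and coding exons are those of the canonical transcript of each gene.

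A site counted as shared when the overlap was at least 0.5 of both peaks, as in the study's methods. The overlap code was checked against bedtools 2.31.1, with identical calls in 12 of 12 combinations of lists and rules. Where a statement says that a peak touches another list, an overlap of 1 bp sufficed. For random placement the second list was moved within each chromosome, outside gaps of the assembly, 100 times with a fixed seed, and the ratio is the observed number over the mean. For sites of all 3 factors, the p300 list was moved over the DPF3a-SMAD4 sites. Lists shifted as a whole may land in gaps. These ratios compare the lists at hand and say nothing about replicate error. Motifs were matched as exact consensus sequences on both strands. Each background window is shorter than the summit window, so that slightly fewer starts of a motif fit in the pair of them. Shares have Wilson intervals at 95%, and medians are given with quartiles.

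The genes named in the text were fixed before the data were examined, as were the consensus sequences, the rule of 5000 bp upstream, the 3 peaks of highest fold enrichment per list and the 5 sites of all 3 factors with the highest product of fold enrichment percentiles. The genes reported are those of the fixed list less 1, which is not analysed here. Alternatives fixed at the same time were scores over 100 and 200, other promoter widths, protein-coding genes only, equal-size lists, 1 bp overlap, summits within 200 bp, placement within the same class, a shift of the whole list by 20000 to 200000 bp, −log10 q in place of fold enrichment, peaks outside promoters, wider motif windows and 20000 bp upstream of genes. An alternative added after the data were seen left out peaks with a summit in a coding exon more than 2000 bp from the start of a canonical protein-coding transcript. Coding exons of 87 cancer genes, listed from general knowledge before their peaks were looked at, were compared with those of other genes within classes of GC content. SMAD4 motifs outside promoters were compared within 10 classes of the GC content of 250 bp on either side of the summit, by the Mantel-Haenszel ratio. Palindromes of 6 bp made of G and C alone were counted at p300 summits as the other consensus sequences were. For chromosome segments, bins of 10 Mb with at least 5 Mb of sequence were used. The local background of a bin was the median over DPF3a peaks outside promoters that touch no p300 peak, with at least 10 such peaks. Correlations over bins are across segments of 1 genome, and their p-values are one-sided, from rotating the bins.

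The overlap, random placement, height and motif steps were tested on simulated data or against a second tool. Of copies of DPF3a peaks, all 800 shifted by less than 0.4 of their width were found as shared. A randomly placed SMAD4 list gave an observed to random ratio of 1.03 with the DPF3a list at 1 bp overlap. Of the simulated heights, 100% were recovered, and 60 of 60 planted palindromes were found. Computation used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, numba 0.67.0, pysam 0.24.0 and matplotlib 3.10.9, and samtools 1.23.1.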

Results

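Chromatin immunoprecipitation followed by sequencing (ChIP-seq) was used to map the binding of 3 factors in 786-O cells, an established line of clear cell renal cell carcinoma. DPF3a is the short isoform of DPF3, a subunit of the SWI/SNF chromatin remodelling complex, and was pulled down through an HA tag in cells that overexpress it. SMAD4 is the transcription factor shared by the TGF-β and BMP pathways, and p300, the product of EP300, is a histone acetyltransferase. Each factor had 2 replicate libraries, which makes 6 samples. The data hold 1 peak list per factor, which the labels describe as made from both libraries. No spread between replicates can therefore be given for any value, and peaks of 1 list are not replicates. The intervals printed here are 95% Wilson intervals, which cover counting error only. DPF3a chromatin was fixed with an additional protein crosslinker, whereas SMAD4 and p300 chromatin was fixed with formaldehyde alone. The labels do not say whether the cells used for SMAD4 and p300 overexpress DPF3a. Differences between lists can therefore not be assigned to the factor rather than to the fixation, the cells, the antibody or the depth. Coordinates are in hg38 and count from 1.

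The number of sites and their strength were described first. The lists held 51530 peaks for DPF3a, 46367 for SMAD4 and 20380 for p300. The read depth used by the peak caller, recovered from the deposited values, was 15.8 M reads for DPF3a, 30.4 M for SMAD4 and 27.6 M for p300. The list with the lowest recovered depth was the longest. The median width was 533 bp for DPF3a, 548 bp for SMAD4 and 478 bp for p300. The fold enrichment at the summit, as the peak caller gave it, had a median of 6.70 for DPF3a (quartiles 5.43 and 8.97), 6.31 for SMAD4 (quartiles 4.86 and 8.38) and 4.92 for p300 (quartiles 4.26 and 5.41). The median height at the summit was 25 reads for DPF3a, 39 reads for SMAD4 and 23 reads for p300. The median −log10 q was 12.8 for DPF3a, 18.0 for SMAD4 and 6.79 for p300, against a threshold of 5 in every list, so p300 peaks lay closest to the threshold. With a score over 200 in place of 50, 16171 DPF3a, 21383 SMAD4 and 462 p300 peaks were left, the largest change among the alternatives. Under that threshold, and with a score over 100, the SMAD4 list was longer than the DPF3a list.

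The next comparison asked where in the genome each factor binds. A summit counted as promoter when it lay from 1000 bp upstream to 100 bp downstream of a transcript start, as gene body when it lay elsewhere in a gene, and as intergenic otherwise. Promoter windows covered 4.36% of the sequence and gene bodies 60.5%. Among DPF3a summits, 20.1% were in promoters (19.8 to 20.5), 54.1% in gene bodies (53.7 to 54.5) and 25.8% in intergenic sequence (25.4 to 26.1). For SMAD4, 29.8% of summits were in promoters (29.4 to 30.3), 47.1% in gene bodies (46.6 to 47.5) and 23.1% in intergenic sequence (22.7 to 23.5). For p300, 36.9% were in promoters (36.2 to 37.6), 46.1% in gene bodies (45.4 to 46.8) and 17.0% in intergenic sequence (16.5 to 17.5). The intervals of the promoter shares did not overlap between lists. In percentage points, the largest change among the alternatives was in the p300 list, whose promoter share was 54.9% with a score over 100. The order of SMAD4 and p300 depended on the list length. In equal-size lists, made of the 20380 peaks of highest score, the promoter share was 10.7% for DPF3a, 47.3% for SMAD4 and 36.9% for p300. DPF3a had the lowest promoter share under each alternative that was run.

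**Figure D1:**
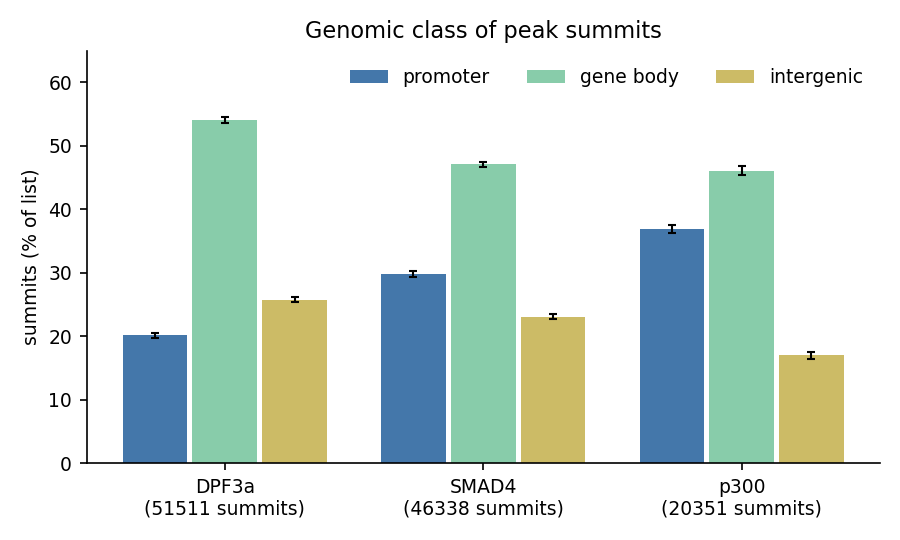
Share of peak summits in promoters, gene bodies and intergenic sequence (percent of each list on chromosomes 1 to 22, X and Y) for DPF3a, SMAD4 and p300, with bars from 0 and 95% Wilson intervals. The promoter share was 20.1% for DPF3a, 29.8% for SMAD4 and 36.9% for p300, and the gene body share was highest in each list.

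The study asked whether DPF3a meets SMAD4 and p300 on chromatin. The lists were therefore intersected in pairs, with an overlap of at least 0.5 of both peaks. DPF3a and SMAD4 shared 30567 sites, which is 59.3% of DPF3a peaks (58.9 to 59.7) and 65.9% of SMAD4 peaks (65.5 to 66.4). DPF3a and p300 shared 8531 sites, 16.6% of DPF3a peaks (16.2 to 16.9) and 41.9% of p300 peaks (41.2 to 42.5). SMAD4 and p300 shared 10333 sites, 22.3% of SMAD4 peaks (21.9 to 22.7) and 50.7% of p300 peaks (50.02 to 51.4). In percentage points, the share of p300 peaks that SMAD4 shared moved most among the alternatives, to 81.9% with a score over 100 in every list. Random placement of the other list within each chromosome gave a mean of 306 shared sites for DPF3a with SMAD4 over 100 placements (range 251 to 349), and the observed number was 99.92 times that mean. The ratio was 73.6 for DPF3a with p300 and 100.3 for SMAD4 with p300. None of the 100 placements reached the observed number in any pair. With promoter peaks placed only in promoters and the others only outside them, the ratios were 46.8 for DPF3a with SMAD4, 28.2 for DPF3a with p300 and 25.9 for SMAD4 with p300. No placement in this report took account of chromatin accessibility or of where reads can be mapped. The ratios therefore do not separate a meeting of these factors from a common use of accessible sequence.

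**Figure D2:**
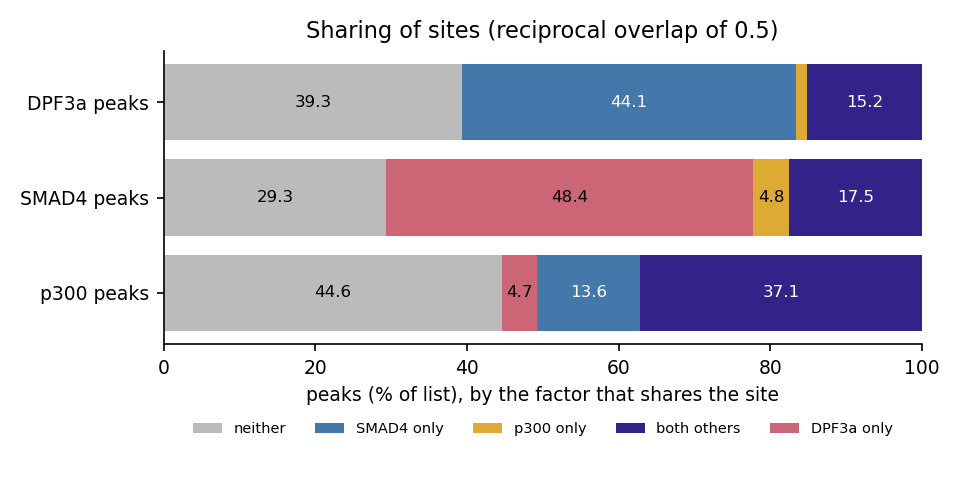
Share of the peaks of each list (percent, horizontal axis) that met a peak of neither other factor, of 1 other factor only, or of both others, at a reciprocal overlap of 0.5. Among p300 peaks 44.6% were shared with neither and 37.1% with both, and only 1.38% of DPF3a peaks were shared with p300 but not with SMAD4.

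Sites of all 3 factors were counted with the DPF3a peak as anchor. There were 7820 such sites, which is 15.2% of DPF3a peaks (14.9 to 15.5) and 25.6% of the sites that DPF3a shared with SMAD4 (25.1 to 26.1). Of the 8531 DPF3a peaks shared with p300, 91.7% were also shared with SMAD4 (91.1 to 92.2). Of the 42999 DPF3a peaks not shared with p300, 52.9% were shared with SMAD4 (52.4 to 53.4). Of the 20963 DPF3a peaks not shared with SMAD4, 3.39% were shared with p300 (3.16 to 3.64). Random placement of the p300 list over the DPF3a-SMAD4 sites gave a mean of 76.4 sites (range 55 to 96), so the observed number was 102 times the mean. With a score over 100 in every list, 2021 sites were left, the largest change among the alternatives.

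The strength of shared and unshared peaks was then compared within each list, a question that the study asks of co-bound sites. DPF3a peaks shared with both other factors had a median fold enrichment of 6.74 (quartiles 5.52 and 9.63), against 5.99 for peaks shared with neither (quartiles 5.17 and 7.54). DPF3a peaks shared with SMAD4 alone were stronger than either class, with a median of 7.66. For SMAD4 the median was 8.87 at peaks shared with both (quartiles 7.33 and 10.5) and 5.0 at peaks shared with neither (quartiles 4.31 and 6.32), a ratio of 1.77. For DPF3a that ratio was 1.13. For p300 the medians were 4.83 with both and 4.92 with neither, a ratio of 0.981, and the order changed with the measure. The largest change among the alternatives was that of the SMAD4 ratio to 4.60 by −log10 q. By −log10 q the p300 medians were 8.78 with both and 5.98 with neither, a ratio of 1.47. The median p300 height was 29 reads at peaks shared with both and 17 reads at peaks shared with neither, while the median local background was 5.1 and 2.28 reads. The DPF3a ratio rose to 1.5 when promoter peaks were left out.

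**Figure D3:**
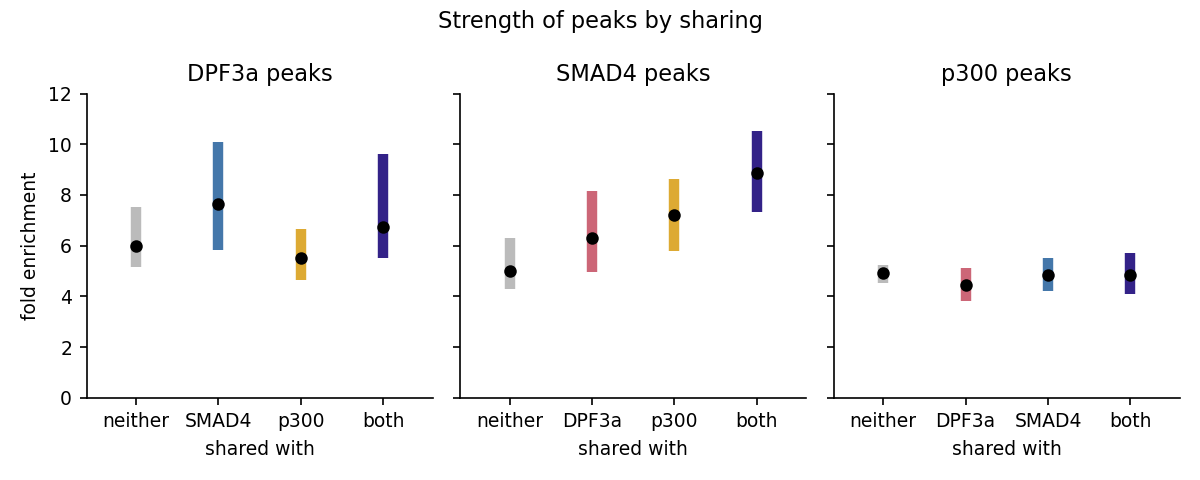
Median fold enrichment (points) and quartiles (bars) of DPF3a, SMAD4 and p300 peaks by the factor that shares the site, on a linear axis from 0. SMAD4 medians ran from 5.0 at peaks shared with neither to 8.87 at peaks shared with both, while p300 medians stayed between 4.43 and 4.92.

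Consensus sequences at the summits were counted for 14 motifs. The window reached 50 bp to either side of the summit, and a pair of windows of 50 bp centred 500 bp away served as background. The AP-1 consensus TGASTCA was present at 21.9% of DPF3a summits (21.5 to 22.2) against 1.49% in the background windows (1.39 to 1.60). At SMAD4 summits its share was 14.9% (14.5 to 15.2) against 1.38%, and at p300 summits 3.59% (3.34 to 3.85) against 1.5%. The windows of 100 bp on either side gave the largest change, to 34.1% for DPF3a, 24.9% for SMAD4 and 7.67% for p300. The RUNX consensus was at 5.08% of DPF3a and 4.23% of SMAD4 summits, against 0.809% and 0.731% in the background windows, but at p300 summits it was at 0.888% against 0.947%. Of the SMAD consensus sequences, the GC element GGCGCC was at 3.30% of DPF3a, 5.71% of SMAD4 and 8.26% of p300 summits. In the background windows its shares were 1.81%, 2.43% and 3.02%, and GC content was not taken out of this comparison. The palindromic SMAD element GTCTAGAC was rare. It was at 0.231% of SMAD4 summits (0.191 to 0.279) against 0.0345% in the background windows (0.0212 to 0.0561), whereas its share at DPF3a summits, 0.0640% (0.0456 to 0.0899), was not distinguishable from the 0.0427% in their background windows at these counts. The CTCF consensus had the largest ratio of summit to background in the SMAD4 list among motifs with at least 50 summit matches, 0.468% against 0.0259%. In the p300 list, by the same rule, the ETS consensus had the largest ratio, 0.378% against 0.132%.

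**Figure D4:**
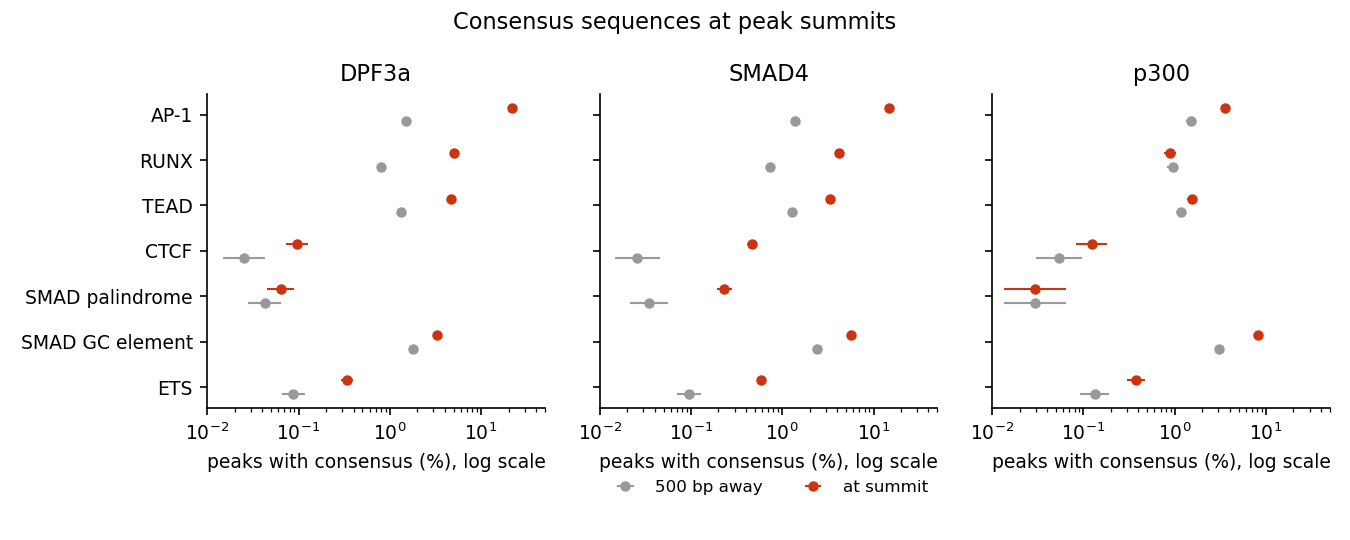
Percent of DPF3a, SMAD4 and p300 peaks with selected consensus sequences at the summit (red) and in the background windows 500 bp away (grey), on a log axis, with 95% Wilson intervals. The AP-1 share was 21.9%, 14.9% and 3.59% at DPF3a, SMAD4 and p300 summits, against 1.49%, 1.38% and 1.5% in the background windows.

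AP-1 also differed by sharing. It was at 24.5% of the DPF3a summits shared with SMAD4 alone (23.9 to 25.1), at 22.4% of those shared with neither (21.8 to 23) and at 13.9% of those shared with both (13.1 to 14.7). SMAD4 summits shared with DPF3a alone carried it in 21.2% (20.7 to 21.8), and SMAD4 summits shared with neither in 8.81% (8.35 to 9.30). Of p300 summits shared with both, 6.07% had the AP-1 consensus (5.55 to 6.63). Of p300 summits shared with neither, 1.87% had it (1.61 to 2.17), which overlaps the interval of their background windows, 1.71% (1.46 to 1.99). Promoter shares differed between these classes as well, with 52.3% of DPF3a peaks shared with both in promoters, 15.6% of those shared with SMAD4 alone and 11.5% of those shared with neither.

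Peaks at 15 genes were examined, each within the gene or up to 5000 bp upstream. The genes are cell movement genes of interest to the study (SNAI1, ZEB1, MMP1, MMP2, MMP16, COL1A1, COL6A3 and WNT7B), the genes of the factors, and widely used TGF-β targets (SMAD7, SKIL, JUNB and ID1). DPF3a had a peak at 13 of the 15 genes, SMAD4 at 13 and p300 at 10, and 5 genes held at least 1 site of all 3 factors. With 20000 bp upstream the numbers were 14, 14 and 12. WNT7B (ENSG00000188064, chromosome 22, 45920366 to 45977162, minus strand) held 3 sites of all 3 factors, the most among these genes, all with DPF3a summits in introns. The strongest had its DPF3a summit at 45969216 with a fold enrichment of 12.1, its SMAD4 summit at 45969217 with 11.7 and its p300 summit at 45969169 with 4.27. At MMP16 (chromosome 8, 88032011 to 88328025, minus strand) the site of all 3 factors had its DPF3a and p300 summits in the untranslated first exon, with the DPF3a summit at 88327408 and fold enrichments of 6.79 for DPF3a, 7.69 for SMAD4 and 4.35 for p300. At MMP2 (chromosome 16) it lay in an intron, with summits at 55503249 for DPF3a, 55503141 for SMAD4 and 55503181 for p300. SKIL and SMAD4 each held 1 site of all 3 factors, in a promoter. The −log10 q of the p300 peak was 5.6 at the MMP16 site and 6.3 at the MMP2 site, against the threshold of 5. It was 6.8 at the site in the SMAD4 gene and 9.7 at the SKIL site. At the 3 WNT7B sites it was 10.9, 10.8 and 12.25. With a score over 100 in every list, only WNT7B would therefore keep sites of all 3 factors.

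Among the other genes, SMAD7 (chromosome 18, 48919853 to 48950965, minus strand) had 5 DPF3a, 8 SMAD4 and 1 p300 peaks. Its strongest site, in an intron at 48942759 for DPF3a, had fold enrichments of 12.7 for DPF3a and 12.5 for SMAD4 and met no p300 peak. ZEB1 had 4 DPF3a, 1 SMAD4 and 5 p300 peaks, of which 1 was shared between DPF3a and p300. SNAI1 had 2 DPF3a peaks and 1 SMAD4 peak, at separate places. COL1A1 had 1 peak in each list, and those of DPF3a and SMAD4 were shared. Its p300 peak lay inside both of them and was not counted as shared only because it was narrower. MMP1 and COL6A3 had 1 DPF3a peak each and no other, JUNB had 3 SMAD4 peaks only, and ID1 had 1 DPF3a, 3 SMAD4 and 1 p300 peaks. DPF3 itself (chromosome 14, 72609034 to 72894101, minus strand) had 10 DPF3a and 7 SMAD4 peaks and no p300 peak. None of the DPF3a summits in DPF3 lay in a coding exon.

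The genes of SMAD4 and p300 had peaks in coding exons. EP300 (chromosome 22, 41092592 to 41180077, plus strand) had 14 p300 peaks, of which 13 had the summit in a coding exon. The gene has 31 exons, and none of these p300 peaks was shared with another list. The SMAD4 gene (chromosome 18, 51028528 to 51085045, plus strand) had a SMAD4 summit in coding exon 9, at 51065518, with a fold enrichment of 24.2, and a p300 summit in coding exon 5, at 51054921, with 5.25. Neither was shared. Coding-exon summits were therefore counted in all genes, a count chosen after these values were seen. Coding exons more than 2000 bp from a transcript start held 432 DPF3a, 564 SMAD4 and 883 p300 summits, or 0.838%, 1.22% and 4.33% of the lists. Among p300 peaks that touched no peak of another list the share was 10.9% (10.1 to 11.7), against 1.35% among the other p300 peaks (1.17 to 1.56). For SMAD4 these shares were 2.38% (2.10 to 2.71) and 0.908% (0.816 to 1.01), and for DPF3a 0.853% (0.723 to 1.01) and 0.831% (0.742 to 0.932).

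The strongest peaks of the lists lay at few sites. The peak at chromosome 3, 93470367 to 93470787, had the highest DPF3a fold enrichment, 27.7. The same site had the highest SMAD4 value, 34.6, and the second highest p300 value, 19.7. It lies in intergenic sequence 194 bp from a gap of the assembly. A site on chromosome 17, 26603687 to 26604217, 11168 bp from a gap, ranked next for DPF3a with 24.8 and for SMAD4 with 30.1. The highest p300 value, 31.3, was on chromosome 21 at 8234523, which is 17316 bp from a gap. The third DPF3a peak, with 22.1, was in a promoter in an intron of PAPPA on chromosome 9 at 116288904 and far from any gap. The third SMAD4 peak, with 26.7, was on chromosome 7 at 73005838, and the third p300 peak, with 19.4, on chromosome 16 at 46390700. Of the 5 sites of all 3 factors with the highest combined rank, 4 lay within 20 kb of a gap, on chromosomes 3, 17, 16 and 17. The other, on chromosome 5 from 5665375 to 5666054, is intergenic, 175494 bp from ICE1, with fold enrichments of 18.3 for DPF3a, 17.2 for SMAD4 and 10.3 for p300. None of the 5 had the AP-1 consensus within 50 bp of the DPF3a summit.

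The last comparison was between chromosomes, and it was chosen after the data were seen. Of the 6385 p300 peaks that touched no DPF3a or SMAD4 peak, 39.5% were on chromosomes 5, 7 and 8 (38.3 to 40.7). Of the 13995 other p300 peaks, 16.9% were on these chromosomes (16.3 to 17.5). The peaks of DPF3a and SMAD4 that touched no other list were on them in 16.8% (16.2 to 17.4) and 14.4% (13.7 to 15.1). On chromosome 5, the 10 Mb from 20000001 to 30000000 held 184 such p300 peaks and 10 other p300 peaks, whereas the bin from 50000001 to 60000000 held 0 and 23. Chromosome 7 had 63.0 such peaks per 10 Mb, chromosome 14 had 2.43 and the X chromosome had 1.81.

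**Figure D5:**
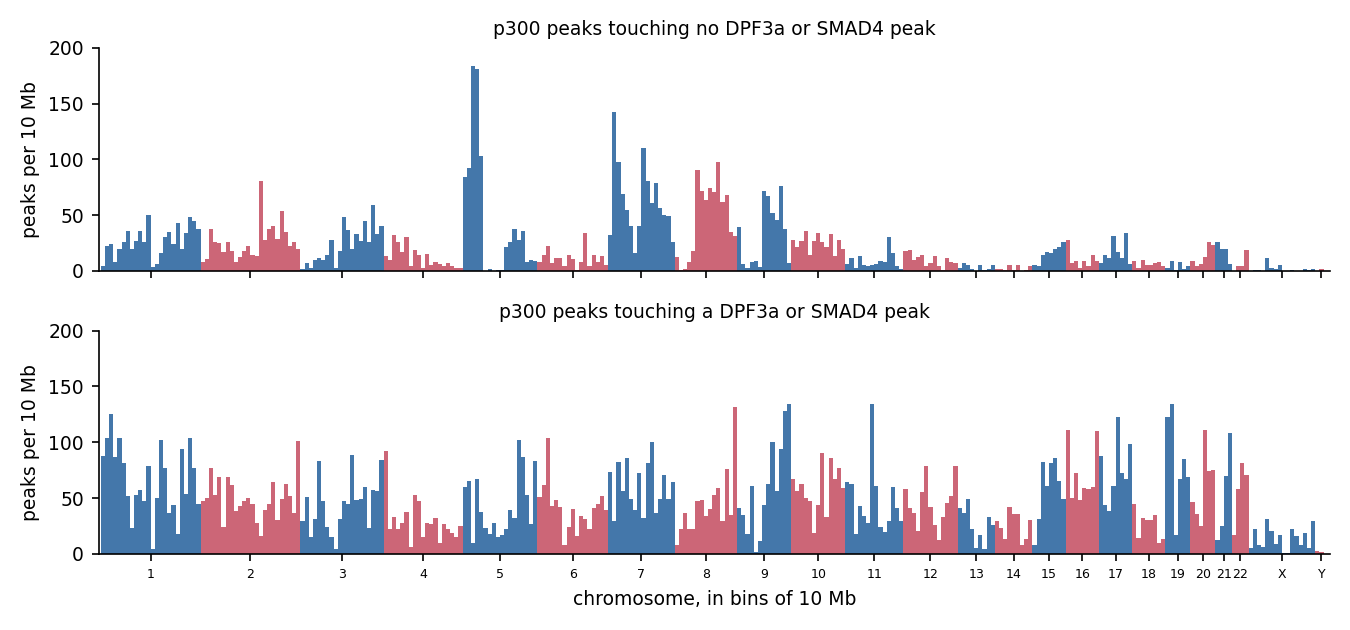
p300 peaks per 10 Mb of sequence (vertical axes from 0, same scale) in bins of 10 Mb along the chromosomes, for peaks that touch no DPF3a or SMAD4 peak (top) and for the others (bottom), with colours alternating by chromosome. The top panel reaches 184 in the bin of chromosome 5 from 20000001 to 30000000, where the bottom panel has 10.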

Values the study reported

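The study reported 51530 binding sites for DPF3a, 46367 for SMAD4 and 20380 for p300. It placed 12.89% of the DPF3a sites in promoters, 48.87% in gene bodies and 38.22% in intergenic regions. For SMAD4 it gave 21.06% in promoters, 34.57% in gene bodies and 44.34% in intergenic regions. For p300 it gave 23.25% in promoters, 26.96% in gene bodies and 49.76% in intergenic regions.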

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

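Leaving out coding-exon summits was chosen after the result was seen, and the other alternatives were planned. No paired analysis was possible because each list was made from both replicates of a factor, which also rules out leaving out a replicate. Values below are in the order DPF3a, SMAD4, p300. Unless a reason is given, the cause of a change was not tested.

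With a score over 100 there were 32034 DPF3a and 4158 p300 peaks, while the 33165 SMAD4 peaks stayed within 1.5 times of the full list. With a score over 200 there were 16171, 21383 and 462. Restriction to chromosomes 1 to 22, X and Y gave 51511, 46338 and 20351.

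The promoter share became 24.7%, 34.6% and 46.7% within 1000 bp on both sides of a start and 33%, 42.6% and 52.5% within 2500 bp, as wider windows must. It was 16.6%, 25.7% and 31.6% with protein-coding genes only and 15.5%, 36.8% and 54.9% with a score over 100. In equal-size lists it was 10.7% for DPF3a and 47.3% for SMAD4, which put SMAD4 above the 36.9% of p300. With a score over 100, peaks of SMAD4 and p300 were more often in promoters and those of DPF3a less often.

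The pairwise shares are given as DPF3a in SMAD4, DPF3a in p300, SMAD4 in DPF3a, SMAD4 in p300, p300 in DPF3a and p300 in SMAD4. They were 67.8%, 22.8%, 74.9%, 28.7%, 58.0% and 66.8% with an overlap of 1 bp and 60.9%, 15.8%, 67.7%, 20.5%, 40.0% and 46.6% with summits within 200 bp. With a score over 100 in every list they were 59.5%, 6.62%, 57.4%, 10.3%, 51% and 81.9%, of which the first stayed within its interval. In equal-size lists they were 45.6%, 18.1%, 45.6%, 41.6%, 18.1% and 41.6%. Without coding-exon summits the p300 shares were 43.2% and 52.3%, since mostly unshared p300 peaks were left out, and the other shares stayed within their intervals.

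The number of sites of all 3 factors stayed within 1.5 times of 7820 (from 7091 to 11438), except with a score over 100 in every list, which left 2021. Of the DPF3a-SMAD4 sites, p300 shared 32.8% with 1 bp, 22.6% with summits within 200 bp, 10.6% with a score over 100 and 24.0% when SMAD4 and p300 had to overlap as well.

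The ratio of observed to random sharing stayed far above 1 in every setting that was run. For DPF3a with SMAD4, DPF3a with p300, SMAD4 with p300 and all 3 factors it was 46.8, 28.2, 25.9 and 32.6 with placement within the same class, 59.7, 46.2, 57.7 and 59.2 with a shift of the whole list, and 34.0, 27.1, 32.2 and 36.4 with 1 bp overlap, where random overlap is more frequent.

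The ratio of medians between peaks shared with both and with neither was 1.62, 4.60 and 1.47 by −log10 q, so that p300 reversed, and 1.08, 1.72 and 0.956 with 1 bp overlap. Outside promoters it was 1.5 for DPF3a and 0.958 for p300, and that of SMAD4 stayed within its interval.

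The AP-1 share was 34.1%, 24.9% and 7.67% with 100 bp on either side, as a wider window must give, and 25.2%, 19.2% and 4.93% outside promoters. In all, 16 of 91 values of the main comparisons stayed within their interval or 1.5 times, 74 moved and 1 reversed. A reversal was looked for only in ratios, as a change to the other side of 1. For counts and shares no direction was judged, and changes in the order of the lists were not counted as reversals. Of 54 further values 17 stayed and 37 moved. The interval of a share is narrow because it covers counting error in long lists only. Few p300 peaks pass a stricter score, so the shares that involve p300 rest most on the threshold.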

Other observations

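Tests of the cancer gene list, of GC content (at exons, SMAD4 peaks and p300 peaks), of copy number at the listed genes, of untranslated exons and of assembly gaps were written down before their results were seen, although the patterns they address had been noticed. All other tests in this part were chosen after the result was seen: those of the factor's own gene, of chromosome segments, of AP-1 and other motifs at unshared p300 peaks, of p300 height and background, and of SMAD4 motifs outside promoters.

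The genes with the most coding exons that hold a p300 summit were LRP1B (57 of 91 coding exons), ROS1 (22 of 44), ATM (21 of 62), NOTCH2 (18 of 34), ALK (17 of 29) and JAK2 (17 of 23). In the SMAD4 list BRCA2 led with 13 of 26 coding exons and EGFR followed with 6 of 28, while no gene had more than 4 in the DPF3a list. Most of these genes are often sequenced in tumours, which led to a test on a list of 87 other cancer genes whose peaks had not been looked at. Of these genes, 31 had a p300 summit in such an exon, 24 a SMAD4 summit and 3 a DPF3a summit. Their coding exons, 0.255 Mb more than 2000 bp from transcript starts, held 88 p300 summits, or 345 per Mb, against 27.8 per Mb in all other coding exons, a ratio of 12.4. For SMAD4 there were 34 summits and a ratio of 7.21, and for DPF3a 3 summits and a ratio of 0.787. Against exons of the same GC content the excess was 12.4 for p300 (95% Poisson interval 9.97 to 15.3), 6.99 for SMAD4 (4.84 to 9.77) and 0.769 for DPF3a (0.159 to 2.25). Base composition, or a background that all libraries share, would give a like excess in the DPF3a list, so these values argue against it. Gain of the genes as a whole would raise their introns too, but outside coding exons the ratio of listed to other genes was 1.62 for p300 and 1.57 for SMAD4. A plasmid of the precipitated factor would mark 1 gene, yet 42 genes had 5 or more coding exons with a p300 summit. Transcribed sequence would include untranslated exons, but there the listed genes had 2 p300 summits in 0.186 Mb, and the density was 0.0312 of that in coding exons. Most p300 summits in coding exons lay outside the listed genes, 797 against 88. In those other genes the density in coding exons was 5.48 times that outside them for p300. It was 1.29 times for SMAD4 and 0.827 times for DPF3a. The test on the list does not cover these summits. A candidate explanation that stays open is a small number of reads from a library in which coding exons of cancer genes had been captured, mixed into the SMAD4 and p300 libraries during library preparation or sequencing. Reads would be needed to test it further, and no biological explanation was tested. Peaks at exons of EP300, of the SMAD4 gene and of the genes named above may then not mark binding. The effect on shared sites was small: without the coding-exon summits, 7711 sites of all 3 factors were left.

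Copy number is a candidate explanation for the p300 peaks that touch no other list and crowd on segments of chromosomes 5, 7 and 8. These peaks had a median height of 16 reads at a median background of 2.05 reads, the genome-wide level. Sites bound with AP-1, as some of the other p300 sites are, would carry its consensus, which was at 4.65% of the p300 summits that touch another list and 3.13 times more frequent there than in their background windows. At the summits that touch no other list it was at 1.25% (1.01 to 1.56) against 1.52% (1.25 to 1.85), a ratio of 0.825, which argues against AP-1 sites as their main source. Among the 275 with a score over 100 it was at 2.18% against 0.727%, with overlapping intervals at 6 and 2 matches, and 2 and 1 of these matches were left without coding exons. Some other motifs were more frequent at these summits than in their background windows, and RUNX was less frequent. With coding exons left out, GGCGCC was at 5.89% of these summits (5.30 to 6.53) against 0.622% (0.448 to 0.864), a ratio of 9.46, and at 9.12% against 4.05% of the p300 summits that touch another list, a ratio of 2.25. The E-box and NF-kB consensus were also above their background windows, with ratios of 1.98 and 2.23. The sequence at these summits was richer in G and C, with a median of 53% against 38% in the background windows. The other 7 palindromes of 6 bp made of G and C had a joint ratio of 4.15, and singly from 2.2 to 9.75. How near these ratios must be to count as alike was settled only after they were seen. Binding of p300 through motifs other than AP-1 and a gain of reads at GC-rich sequence therefore cannot be told apart here, because control palindromes rose with GGCGCC, in part by as much. Over 292 bins of 10 Mb, their density, coding exons left out, was related to the local background of DPF3a peaks outside promoters, which comes from other libraries of the cell line (Spearman correlation 0.602, and 0.657 with the density of coding genes taken out). The density of the other p300 peaks had a correlation of 0.736 with that background on the same terms, so this relation alone does not single out the unshared peaks. Active segments with more sites of every factor would weaken the relation once the density of the other p300 peaks is taken out as well. With both densities taken out, the correlation was 0.303 for the p300 peaks that touch no other list. The density of the other p300 peaks may measure activity only in part, so a relation that is left does not exclude active segments as the cause. For peaks that touch no other list it was -0.119 for DPF3a (permutation p = 0.952) and -0.121 for SMAD4 (permutation p = 0.969). The DPF3a value is no independent contrast, because the DPF3a peaks that touch no other list also entered that background. Their median background was 1.88 reads, against 3.34 reads for DPF3a peaks that touch another list. Rotating the bins along the genome gave a correlation as large as 0.303 in 1 of 292 positions, the real one. Thus p = 0.0034 is the smallest value this permutation test can give (0.0048 after Benjamini-Hochberg adjustment over 7 relations). Each rotation moved only the density of the unshared peaks, and so also broke its relation to the densities taken out. These permutation p-values therefore do not test the relation given those densities. Neighbouring bins are not independent, and the background of DPF3a is only a stand-in for copy number. Weak calls on gained segments may thus account for part of these peaks, as a hypothesis. At a score over 100 only 275 of the 6385 were left, and with coding exons left out 93 of 5624 on chromosomes 1 to 22, X and Y. Binding of p300 without the other factors stays open.

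Some of the sites that head all 3 lists lie near gaps of the assembly, and sequence missing from the assembly next to its gaps is a candidate explanation. Among the 25 peaks of highest fold enrichment, 5 in the DPF3a list, 5 in the SMAD4 list and 7 in the p300 list lay within 20 kb of a gap. The sites named in the report prompted this explanation, and with peaks within 1 Mb of them left out only 1 peak near a gap remained in each list, so these counts do not test it. At the ranks from 26 to 250, with the same peaks left out, the share near a gap was 0% for DPF3a (0 of 224 peaks, up to 1.69%), 1.35% for SMAD4 (3 of 222, 0.461 to 3.90) and 0.446% for p300 (1 of 224, 0.0789 to 2.48). At lower ranks it was 0.116% for DPF3a (0.0896 to 0.149), 0.15% for SMAD4 (0.119 to 0.190) and 0.185% for p300 (0.134 to 0.255). The intervals were apart only for SMAD4, and that the excess should appear in every list was settled after these values were seen. The explanation stays open, because the peaks near gaps are too few to tell, and it would not cover the other 20 of the 25 DPF3a peaks. No biological explanation was tested.

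The fold enrichment of p300 was no higher at peaks shared with both other factors than at peaks shared with neither. The height of these peaks was 1.71 times larger and their local background 2.24 times larger. For DPF3a the height was 1.53 times and the background 1.73 times larger, and for SMAD4 2.85 and 1.81 times. Height and background were recovered from the fold enrichment and −log10 p themselves, so these values describe the pattern and do not test a cause. The median fold enrichment of p300 peaks shared with neither, 4.92, is also that of a peak of 14 reads at the genome-wide background. Such a peak had a −log10 q of 5.21, close to the threshold of 5. The comparison of p300 fold enrichments can therefore not be separated from the threshold. No biological explanation was tested.

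SMAD4 peaks shared with neither other factor carried other motifs than those shared with DPF3a alone. If the promoter share were the cause, the difference would vanish outside promoters. There the CTCF consensus was at 1.53% of the unshared SMAD4 summits (1.30 to 1.80) and 0.142% of those shared with DPF3a (0.0978 to 0.207), a ratio of 10.7. The SMAD palindrome was at 0.523% (0.396 to 0.691) and 0.184% (0.133 to 0.256), a ratio of 2.84, while AP-1 was at 11.7% and 23%. In the background windows the CTCF consensus was at 0.0427% and 0.0211% and the SMAD palindrome at 0.0640% and 0.0316%, with overlapping intervals. Outside promoters the unshared peaks had a median GC content of 49.2% and the shared ones of 45.6%. Within classes of the same GC content the ratio was 8.15 for CTCF (95% interval 5.41 to 12.3) and 3.34 for the SMAD palindrome (2.14 to 5.21). These values argue against promoter share and GC content as the whole cause, and other features of base composition were not tested. Differences in fixation, or in the cells used, between DPF3a and SMAD4 chromatin, and recruitment of SMAD4 without DPF3a at such sites, both stay open and were not tested. Of the 13582 SMAD4 peaks shared with neither, 3889 still touched a peak of another list, so not all of them need lack DPF3a. The CTCF and SMAD palindrome shares were not counted for the 9693 that touched none.

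The promoter shares here were 20.1% for DPF3a and 36.9% for p300. Both are higher than the values quoted from the study above. The gene body share of p300 here was 46.1%. That is higher than the value quoted from the study above. The intergenic shares here were 23.1% for SMAD4 and 17.0% for p300. Both are lower than the values quoted from the study above. With protein-coding genes only, the intergenic shares here were 39.5% for DPF3a, 35.8% for SMAD4 and 27.3% for p300. The value for DPF3a is slightly higher than the quoted intergenic value. Those for SMAD4 and p300 are lower than the quoted intergenic values and near the quoted gene body values. With protein-coding genes only, the gene body shares here were 38.6% for SMAD4 and 41.1% for p300. Both lie between the quoted gene body and intergenic values. The value for SMAD4 is nearer to the quoted gene body value, and that for p300 is nearer to the quoted intergenic value. These shares therefore do not settle whether the classes were exchanged. The annotation tool behind the quoted values was not run here.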
